# Human islets contain four distinct subtypes of β cells

**DOI:** 10.1038/ncomms11756

**Published:** 2016-07-11

**Authors:** Craig Dorrell, Jonathan Schug, Pamela S. Canaday, Holger A. Russ, Branden D. Tarlow, Maria T. Grompe, Tamara Horton, Matthias Hebrok, Philip R. Streeter, Klaus H. Kaestner, Markus Grompe

## Abstract

Human pancreatic islets of Langerhans contain five distinct endocrine cell types, each producing a characteristic hormone. The dysfunction or loss of the insulin-producing β cells causes diabetes mellitus, a disease that harms millions. Until now, β cells were generally regarded as a single, homogenous cell population. Here we identify four antigenically distinct subtypes of human β cells, which we refer to as β1–4, and which are distinguished by differential expression of ST8SIA1 and CD9. These subpopulations are always present in normal adult islets and have diverse gene expression profiles and distinct basal and glucose-stimulated insulin secretion. Importantly, the β cell subtype distribution is profoundly altered in type 2 diabetes. These data suggest that this antigenically defined β cell heterogeneity is functionally and likely medically relevant.

## Abstract (web summary)

Dysfunction or loss of insulin-secreting β cells in the pancreas is a hallmark of diabetes. Here, Dorrell *et al.* identify four subpopulations of β cells in humans, which differ in gene expression and insulin secretion kinetics, and the abundance of which is altered in patients with type 2 diabetes.

Pancreatic β cells are the glucose-responsive, insulin-secreting metabolic sensor population of the Islets of Langerhans^1^. Although the cellular composition of islets is heterogeneous, including α, β, δ, γ/PP and ɛ endocrine cells and supporting vasculature, β cells have been thought to be a homogeneous cell type. Despite this prevailing paradigm, there have long been hints of functional heterogeneity^2^,^3^. *In vitro* studies of individual rat β cells have revealed variable glucose responsiveness and insulin secretion upon challenge^4^. Rat studies also provided evidence of marker heterogeneity; both a polysialylated form of neural cell adhesion molecule (PSA-NCAM)^5^ and CDH1^6^ were shown to be overrepresented on β cells with high insulin secretion capacity. In human islets, SLC18A2/VMAT2 (ref. 7) and DKK3 (ref. 8) were found in β cell subsets and heterogeneity in insulin secretion has also been suggested^9^. In this report, we explore human β cell heterogeneity with new markers and identify subpopulations present at different frequencies in healthy and type 2 diabetes (T2D) islets. Dissimilar basal and glucose-stimulated insulin secretion (GSIS) characteristics indicate that these subtypes are functionally distinct, and suggest possible clinical relevance.

## Results

### Development of antibodies to assess cellular heterogeneity

To study cell type heterogeneity in the human pancreas, we developed cell surface marking antibodies by immunizing mice with human islets. These monoclonal antibodies permit the labelling, isolation and study of ducts, acinar cells and endocrine cells^10^,^11^. Live human pancreatic β cells were purified with fluorescence-activated cell sorting (FACS) using the combination of positive selection with the pan-endocrine marker HPi2 (HIC1-2B4) and negative selection for HPa3 (HIC3-2D12), an antibody that labels all non-β endocrine cell types (Supplementary Fig. 1)^11^. To determine whether this ‘pure' HPi2^+^/HPa3^−^ β cell population was actually heterogeneous, we examined numerous cell surface antigens known to be expressed on β cells from transcriptome analysis^10^ and systematically analysed our novel monoclonal antibody collection^12^ for subset binding. Two antibodies exhibited clear antigenic heterogeneity within the β cell compartment: HIC0-3C5, a novel monoclonal antibody developed in our anti-islet screens and monoclonal antibodies recognizing CD9, a tetraspanin identified as a β cell marker in our transcriptome analyses. To identify the antigen for HIC0-3C5, rat C6 cells carrying a human cDNA library were screened by FACS isolation and the re-growth of positively labelled cells (Supplementary Fig. 2). The HIC0-3C5 antigen was revealed by cDNA insert sequencing to be ST8SIA1, an alpha-N-acetylneuraminide alpha-2,8-sialyltransferase of unknown function in endocrine cells^13^. Neither of these β cell-subset markers were expressed exclusively in this cell type; in the pancreas, ST8SIA1 is found on about half of α cells and CD9 is present on most δ cells (Supplementary Fig. 3a,b).

### β cells can be subdivided into antigenic subtypes

Live pancreatic β cells were isolated from human islet samples by FACS and co-labelled with antibodies recognizing ST8SIA1 and CD9, revealing four antigenically distinct subpopulations (Fig. 1). We labelled these β1–4, with β1 being most abundant and β4 most rare. Transmission electron microscopic imaging of evaluable populations revealed comparable structures and confirmed the presence of insulin granules in each subtype (Supplementary Fig. 4). The subtype frequencies were similar in 17 healthy individuals (Fig. 1k), and all four subpopulations were present in each case. β1 was the largest subpopulation, followed by β2 and the minor β3 and β4 populations. Subset frequencies were compared with available clinical parameters including gender, age, body mass index and time of cold ischaemia for the donor and specimen, but no significant correlations were observed. Importantly, the subtype percentages of healthy obese individuals (body mass index>30) did not differ from healthy, lean people (Fig. 2).

### Assessment of β cell-subset markers in intact tissue

Human islet preparations from cadaveric donors are typically cultured for days before becoming available for analysis^14^,^15^. Therefore, it was possible that the observed antigenic β cell heterogeneity was the product of *in vitro* de-differentiation and not representative of true *in vivo* heterogeneity. To address this possibility, we assessed the expression of ST8SIA1 and CD9 in sections of human pancreata. Figure 3a illustrates co-labelling of CD9 and proinsulin, the non-secreted precursor of (β cell-specific) insulin. Most proinsulin^+^ β cells were CD9^−^, but a large subpopulation of proinsulin^+^CD9^+^ cells was present, as predicted by FACS analysis. Similar heterogeneity, with a smaller proportion of positively marked β cells, was observed for ST8SIA1 (Fig. 3b). Quantification of the subtype frequencies in 100 tissue-resident islets fell within the range expected from the FACS data (Supplementary Fig. 5). Combination labelling with both β cell subset markers directly illustrates the antigenic heterogeneity of human β cells (Fig. 3c and Supplementary Fig. 3c). These results demonstrate β cell heterogeneity *in situ*, indicating that it is not an artefact of islet isolation or culture. Protein-level evidence of heterogeneity was also observed for HCN1 (potassium/sodium hyperpolarization-activated cyclic nucleotide-gated channel 1; Fig. 3d), which had been identified as a potential β cell-subset marker by RNA expression analysis (Table 1).

### β cell subsets have differences in gene expression

We next determined whether antigenic heterogeneity correlated with functional differences between the β cell subsets. Transcriptome analysis by RNA sequencing (RNA-seq) was performed on the β cell subsets of five healthy donors. 

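The sorted populations were β1 (ST8SIA1−CD9−), β2 (ST8SIA1−CD9+), β3 (ST8SIA1+CD9−) and β4 (ST8SIA1+CD9+), and each of 5 donors gave a library of all 4, so that every subtype had 5 libraries. RNA was amplified with the NuGen Ovation Pico kit and made into libraries with a kit that does not keep the strand, and single-end reads were aligned by the authors to hg19 (GRCh37) with RUM. The paper's methods describe 12 samples from 3 donors, whereas its results and the sample labels give 5 donors, and all 5 were used here. The labels list 32 runs, with 2 runs per library for 3 donors and 1 run for 2 donors, and the deposited count table holds 1 column per donor and subtype. Its values are read counts per RefSeq transcript, from which the transcript marked by the authors as representative was taken for each gene. Total counts per library ran from 1590394 to 8401700 in β1 (median 6971390), from 1957267 to 6358227 in β2 (median 4908082), from 1920414 to 7731615 in β3 (median 5141023) and from 1701792 to 6653152 in β4 (median 4151138). The paper states an average depth of 19.7 M reads per sample, while the counts assigned to genes averaged 4.61 M ± 2.33 (SD, n = 20 libraries), and all values given here rest on the latter. Libraries of the donors with 2 runs held 4151138 to 8401700 counts and those of the donors with 1 run 1590394 to 2630497. The 12877 genes with sufficient counts were tested with edgeR's quasi-likelihood test on TMM-normalized counts, with donor and subtype in the model, as the paper's methods name an edgeR analysis with these factors. The effect of ST8SIA1 was the mean of β3 and β4 against the mean of β1 and β2, and the effect of CD9 the mean of β2 and β4 against the mean of β1 and β3. A gene was called at a false discovery rate (Benjamini-Hochberg) of at most 0.1, the widest of the paper's cutoffs. In counts simulated at these depths and for these 5 donors, 79.8% of genes changed 2-fold by ST8SIA1 status and 84% of those changed 2-fold by CD9 status were called. Levels are given as CPM, counts scaled to the normalized library size.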

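INS, the insulin gene, lies on chromosome 11 of GRCh37 from 2181009 to 2182451, and its transcripts took a median of 11.4% of all counts in the libraries of the 3 donors sequenced in 2 runs (range 9.43% to 17.2%) and 2.02% in those of the other 2 donors (range 1.27% to 2.82%). PDX1, a transcription factor of β cell development and of insulin transcription (chromosome 13, 28494137 to 28500450), was at 42 ± 16.9 CPM in β1, 42.7 ± 21.4 in β2, 39.1 ± 17.2 in β3 and 34.5 ± 15.5 in β4 (SD, n = 5 donors). MAFA, an activator of the insulin promoter (chromosome 8, 144501352 to 144512902), was at 22.6 ± 9.45, 21.4 ± 7.64, 23.6 ± 11.3 and 23.5 ± 13.4 CPM in the same order. NKX6-1, a repressor of other islet fates (chromosome 4, 85413138 to 85420445), was at 11.1 ± 4.03, 8.99 ± 3.05, 11.2 ± 6.83 and 8.30 ± 4.01 CPM. In every subtype the spread between donors was wider than the distance between subtype means. By edgeR's quasi-likelihood test across the 4 subtypes, the adjusted p was 0.778 for PDX1, 0.995 for MAFA and 0.856 for NKX6-1. The log2 fold change by ST8SIA1 status had a 95% interval of −0.42 to 0.04 for PDX1, −0.28 to 0.34 for MAFA and −0.48 to 0.33 for NKX6-1. INS overlaps the INS-IGF2 readthrough transcript, with which it shares reads.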

Importantly, all four populations clearly displayed the gene expression profile of classic β cells with very high levels of insulin mRNA and other typical marker genes, such as *PDX1*, *MAFA* and *NKX6.1*. Indeed, the four populations are overall very similar in their RNA expression profile (Fig. 4a). 

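The 4 subtypes of 1 donor resembled each other more than libraries of 1 subtype from different donors did. Across the 12877 genes, log2 CPM had a mean Spearman correlation of 0.961 between subtypes of 1 donor (0.912 to 0.989 over 30 pairs) and of 0.894 between libraries of 1 subtype from different donors (0.805 to 0.940 over 40 pairs). For different subtypes of different donors the mean was 0.891. These are correlations across genes, which are not independent replicates. By ST8SIA1 status 95.2% of genes, and by CD9 status 95.1%, differed less than 1.5-fold, among them ABCC8 and KCNJ11, the subunits of the β cell's ATP-sensitive potassium channel. Once donor means were removed, libraries of 1 subtype lay closer together than libraries of different subtypes (mean distance 0.579 against 0.609, permutation p = 2e-05, subtype labels permuted within donors 100000 times). In all, 282 genes, or 2.19% of those tested, were called by ST8SIA1 or by CD9 status.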

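Of 30 genes known for their part in β cell function, those labelled in Fig. 4b, 28 had enough reads to be tested, and 4 of these were lower in the ST8SIA1+ (β3/4) populations. Among them were the transcription factor NEUROD1 and SLC30A8, which encodes the zinc transporter of the insulin granule. SLC30A8 (chromosome 8, 117962512 to 118188953) was at 441 ± 183 CPM in β1, 402 ± 143 in β2, 371 ± 152 in β3 and 318 ± 93.5 in β4 (SD, n = 5). Its log2 fold change by ST8SIA1 status was −0.28 (standard error 0.07, adjusted p = 0.0754 from edgeR's quasi-likelihood test, lower in 5 of 5 donors). By CD9 status the lowest adjusted p of the 28 genes was 0.122. IAPP, the gene of islet amyloid polypeptide, had a log2 fold change of 0.27 by CD9 status (standard error 0.09, adjusted p = 0.169). The paper presents these as a selection of known β cell genes and does not state whether these samples entered the choice. The counts may therefore not be independent evidence. In a separate list of β cell identity genes written from textbook knowledge, 34 were measured, of which 5 were lower in ST8SIA1+ cells, 2 were higher and 27 did not pass the test (11 lower and 2 higher when adjusted over the list alone). Acinar cell markers were also among the genes lower in ST8SIA1+ cells. The β cell genes lower in ST8SIA1+ cells included G6PC2, RFX6 and SLC30A8, and the higher ones were SIX3 and ENTPD3, a surface ectonucleotidase. Camera with its preset correlation gave an adjusted p of 0.0412 for lower expression of the list, and the adjusted p = 0.316 with an estimated correlation. By CD9 status 1 of the 34 genes, HNF4A, was higher (3 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.501).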

A heat map showing the expression of a selected list of genes known to be important for β cell function is shown in Fig. 4b. Nonetheless, a subset of genes was consistently expressed at different levels in the β cell subtypes (Fig. 4c,d, Table 1 and Supplementary Figs 6–9). 

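TFF3, a secreted trefoil peptide, was higher in the ST8SIA1+ populations, at 22.9 ± 25.6 CPM in β1 and 24.4 ± 23.3 in β2 against 43.7 ± 49.7 in β3 and 46.7 ± 48.6 in β4 (SD, n = 5). The log2 fold change was 0.91 (standard error 0.13, adjusted p = 0.000292 from edgeR's quasi-likelihood test) and was positive in 5 of 5 donors. SPP1, which encodes the secreted phosphoprotein osteopontin, rose by 0.94 on the log2 scale (standard error 0.14, adjusted p = 0.00093), and KCND3, a voltage-gated potassium channel that overlaps DDX20 on the other strand, by 1.17 (standard error 0.20, adjusted p = 0.0021), each in 5 of 5 donors. PCDH10, a protocadherin, rose by 1.09 (adjusted p = 0.0489, 5 of 5 donors). FZD1, a Wnt receptor, had a log2 fold change of −1.12 (standard error 0.25, adjusted p = 0.0236) and NFIX, a transcription factor, of −0.97 (standard error 0.18, adjusted p = 0.00429), both lower in 5 of 5 donors. Among the largest falls were those of the trypsinogen genes PRSS2, TRY6 and PRSS1, near-identical copies that can share reads. TRY6 had a log2 fold change of −3.05 (standard error 0.49, adjusted p = 0.00125, lower in 5 of 5 donors). The fall lay mainly between the CD9+ subtypes. The 9 fallers that are acinar markers or TRY6 had a median log2 change of −4.72 between β4 and β2 and of −0.33 between β3 and β1. Genes named for the size of their change were picked from those with the same sign in all 5 donors. For them 5 of 5 is thus not separate evidence. Of the genes that rose in ST8SIA1+ cells, 57 of 75 had the same sign in all 5 donors, and of those that fell 65 of 84.

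Markers of other pancreatic cells moved with these groups. GCG and GC were among the risers, as 2 of 8 measured α cell markers (5 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.00179, adjusted p = 0.118 with an estimated correlation). TFF3 and SPP1 themselves are in the list of duct markers, of which 2 of 10 rose (4 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0273, adjusted p = 0.118 with an estimated correlation). Among the 84 genes that fell, 8 were acinar cell markers. Of 51 measured voltage-gated and potassium channel genes, 6 were higher in ST8SIA1+ cells and none was lower (10 higher and 3 lower when adjusted over the list alone), KCND3, KCNE4 and KCNJ8 among them, and camera gave an adjusted p of 0.0272 (adjusted p = 0.118 with an estimated correlation). KCNJ8, whose product pairs with ABCC9 in ATP-sensitive channels, had a log2 fold change of 0.95 (standard error 0.25, adjusted p = 0.0736, 5 of 5 donors). Channel genes that are also in Table 1 were chosen by the study on these samples, so that this count is not independent of that choice. Of the 29 genes in Table 1, 17 of the 17 listed as higher in ST8SIA1+ cells were called and 7 of the 12 listed as lower (17 higher and 12 lower when adjusted over the list alone). All 29 had the sign of the table, and since the study chose them on these samples the count is not independent evidence.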

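PTPRD, a receptor tyrosine phosphatase of neurons and endocrine cells, was at 27.3 ± 26.2 CPM in β1 and 25.4 ± 15.9 in β3 against 11.4 ± 14.5 in β2 and 6.02 ± 6.51 in β4 (SD, n = 5), a log2 fold change by CD9 status of −1.83 (standard error 0.22, adjusted p = 1.63e-05 from edgeR's quasi-likelihood test, lower in 5 of 5 donors). NPY, a neuropeptide, fell by 1.48 on the log2 scale (standard error 0.22, adjusted p = 0.000324) and STMN2, a microtubule regulator of neurons, by 0.93 (standard error 0.12, adjusted p = 2.58e-05). PTGS2, the inducible cyclooxygenase, rose by 0.93 in CD9+ cells (standard error 0.13, adjusted p = 9.28e-05), NPC1L1, a cholesterol transporter, by 1.10 (standard error 0.16, adjusted p = 0.000161) and SLC38A1, a glutamine transporter, by 1.71 (standard error 0.30, adjusted p = 0.0025), each in 5 of 5 donors. Here too, genes named for the size of their change were picked from those with the same sign in all 5 donors. Of 63 measured genes of neurogenesis and axon guidance, 7 were lower in CD9+ cells, among them PTPRD, STMN2, SEMA6A and ROBO2, and 1, SEMA5A, was higher (17 lower and 6 higher when adjusted over the list alone). Camera gave an adjusted p of 0.00123 for lower expression of this list, and the adjusted p = 0.086 with an estimated correlation. The δ cell gene SST and the acinar genes PRSS3 and CPB1 were also among the genes higher in CD9+ cells, and GCG among those lower. Acinar markers were high in β2 only, at a summed 531 CPM against 63.2 in β1, 51.9 in β3 and 35.8 in β4. Of the genes labelled in Fig. 4d, which the study chose on these samples, 25 of 30 were called by CD9 status, 11 higher and 14 lower.

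At a false discovery rate of 0.1, 159 genes were called by ST8SIA1 status, 75 higher and 84 lower in ST8SIA1+ cells, with 101 left at 0.05 and 33 at 0.01. By CD9 status 142 genes were called at 0.1, 80 higher and 62 lower in CD9+ cells, with 77 left at 0.05 and 28 at 0.01. Of the CD9 calls, 70 of 80 higher genes and 58 of 62 lower genes had the same sign in all 5 donors. Called by both antigens were 19 genes, against 1.75 for independent lists (both comparisons use the same libraries), with RBP4 lower in ST8SIA1+ and higher in CD9+ cells and ABCC9 higher in both. No gene was called for an effect of one antigen that differed with the other by edgeR's quasi-likelihood test (lowest adjusted p = 0.132). At an unadjusted p under 0.05 there were 430 genes where chance gives 644, while DESeq2 called 4, edgeR's likelihood ratio test 7 and limma-voom 2. The power to call such a difference was not simulated. Of 19 acinar markers, 15 were lower in this interaction when adjusted over the list alone (median −3.83, camera adjusted p = 5.34e-20, adjusted p = 0.237 with an estimated correlation). When a donor was left out, 31 to 290 genes were called by ST8SIA1 status and 21 to 144 by CD9 status. Without the donor in the model 0 and 2 genes were called (163 and 159 at an unadjusted p under 0.05), with DESeq2 324 and 275, and without the β4 library of donor 5 and the β3 library of donor 3, a pair chosen after seeing the data, 275 and 201.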

Using stringent statistical cutoffs, a sizeable list of genes (125 with false discovery rate≤0.1, 72≤0.05 and 49≤0.01) was found to be differentially expressed between the ST8SIA1-positive (β3/4) and -negative (β1/2) populations (Fig. 4c, Table 1 and Supplementary Figs 6 and 7) as well as the CD9^+^ and CD9^−^ populations (107 with false discovery rate≤0.1, 86≤0.05 and 45≤0.01, Fig. 4d and Supplementary Figs 8 and 9). Given the inter-individual heterogeneity inherent to human clinical specimens, these differences are highly significant and likely represent only a minimal estimate of the true transcriptome heterogeneity. 

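GCG, the glucagon gene of α cells (chromosome 2, 162999392 to 163008914), was at 215 ± 168 CPM in β1, 136 ± 118 in β2, 831 ± 870 in β3 and 372 ± 391 in β4 (SD, n = 5). It was higher in ST8SIA1+ cells, with a log2 fold change of 1.78 (standard error 0.31, adjusted p = 0.0021 from edgeR's quasi-likelihood test, 5 of 5 donors), and lower in CD9+ cells, with −1.21 (standard error 0.31, adjusted p = 0.0639, 5 of 5 donors). SST, the somatostatin gene of δ cells (chromosome 3, 187386700 to 187388182), was at 76.6 ± 49.2 CPM in β1 and 153 ± 129 in β3 against 1813 ± 1108 in β2 and 3081 ± 4667 in β4. This is a log2 fold change of 4.12 by CD9 status (standard error 0.40, adjusted p = 9.73e-08, higher in 5 of 5 donors). PRSS1, a trypsinogen of acinar cells (chromosome 7, 142457319 to 142460923), was at 122 ± 88.3 CPM in β2 and at 13.6 ± 23.3 in β1, 8.67 ± 11.3 in β3 and 3.35 ± 2.97 in β4. Single libraries weighed on these means: without donor 3 GCG was at 460 CPM in β3, without donor 2 at 216 in β4, and without donor 4 SST was at 995 CPM in β4, under β2. PRSS1 was at 3.26 CPM in β1 and 3.76 in β3 without donor 1 and at 2.16 in β4 without donor 4. Beside these, the INS level averaged 88800 CPM over all libraries. It was 136000 CPM in the donors with 2 runs per library and 18700 in those with 1 run. In the same order SST averaged 752 and 2070 CPM and GCG 574 and 110 CPM.

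Summed over their markers, α cell genes came to 390 CPM in β1, 316 in β2, 1030 in β3 and 552 in β4, and δ cell genes to 294, 2130, 343 and 3390 CPM in the same order. Without donor 3 the α cell sum in β3 was 671 CPM, and without donor 4 the δ cell sum in β4 was 1230 CPM. Acinar genes came to 63.2 (31.3 without donor 1), 531, 51.9 and 35.8 CPM, PP and ε cell genes to 290, 301, 280 and 357 CPM and duct genes to 452, 523, 520 and 552 CPM. In no subtype did the sum exceed 5.94 CPM for endothelial markers, 12.3 for stellate cells and fibroblasts, 3.44 for Schwann cells and 61.6 for leukocytes. Of 8 measured δ cell markers, SST and RBP4 were higher in CD9+ cells (2 when adjusted over the list alone, camera adjusted p = 0.000532, adjusted p = 0.086 with an estimated correlation). Of 19 measured acinar markers, 8 were lower in ST8SIA1+ cells and none was higher (18 lower when adjusted over the list alone), with a median log2 fold change of −2.06 (camera adjusted p = 2.78e-15, adjusted p = 0.123 with an estimated correlation). PRSS3 and CPB1 were higher in CD9+ cells (15 when adjusted over the list alone, camera adjusted p = 5.31e-12, adjusted p = 0.175 with an estimated correlation). These markers were kept in the tests, since the paper's text does not list the genes it removed, and without all listed markers 145 genes were called by ST8SIA1 status and 135 by CD9 status.

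**Figure D1:**
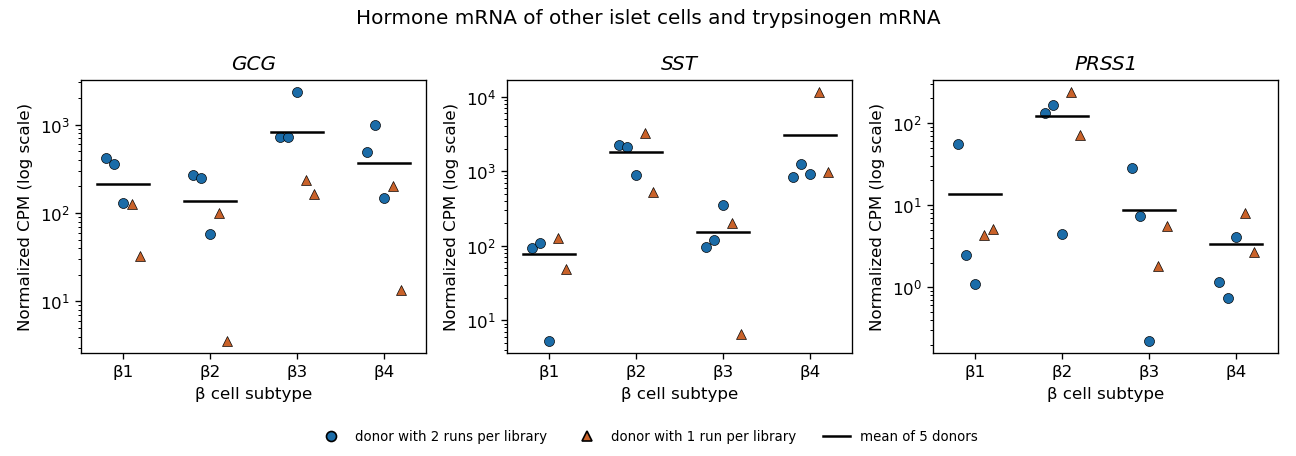
Normalized CPM (log axis) of GCG, SST and PRSS1 in each library, by β cell subtype on the horizontal axis. Circles are donors with 2 runs per library, triangles donors with 1 run and bars the mean of 5 donors. SST lies between 534 and 11420 CPM in the CD9+ subtypes β2 and β4 and between 5.31 and 348 CPM in β1 and β3.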

Contamination with other endocrine cell types was negligible (Supplementary Fig. 10), but nonetheless all genes known to be robustly expressed in non-β pancreatic cells were removed from analysis. 

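CD9, the tetraspanin used to part β1 and β3 from β2 and β4 (chromosome 12, 6308881 to 6347437), was at 5.35 ± 3.88 CPM in β1 and 5.20 ± 2.42 in β3 against 54.3 ± 28.8 in β2 and 52.3 ± 23.5 in β4 (SD, n = 5). By CD9 status it was 8.93-fold higher, a log2 fold change of 3.16 (standard error 0.22, adjusted p = 8.88e-11 from edgeR's quasi-likelihood test), in 5 of 5 donors. ST8SIA1, a sialyltransferase that the paper names as the antigen of the other sorting antibody (chromosome 12, 22216707 to 22589975), was at 0.159 ± 0.226 CPM in β1 and 0.0733 ± 0.101 in β2 against 2.36 ± 2.28 in β3 and 2.01 ± 1.91 in β4. Its log2 fold change by ST8SIA1 status was 3.85 (standard error 0.61, adjusted p = 0.00123, higher in 5 of 5 donors). The reads behind it were few: 0 to 4 per library in β1, 0 to 1 in β2, 1 to 32 in β3 and 1 to 21 in β4, where CD9 had 5 to 80, 79 to 352, 6 to 63 and 109 to 254 reads. The median ST8SIA1 count was 6 in β3 and 3 in β4, so that part of the ST8SIA1+ libraries lay within the range of β1. By its gene bounds ST8SIA1 overlaps CMAS on the opposite strand. Whether their exons overlap was not tested, and libraries without strand could not tell reads apart only where exons are shared.

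**Figure D2:**
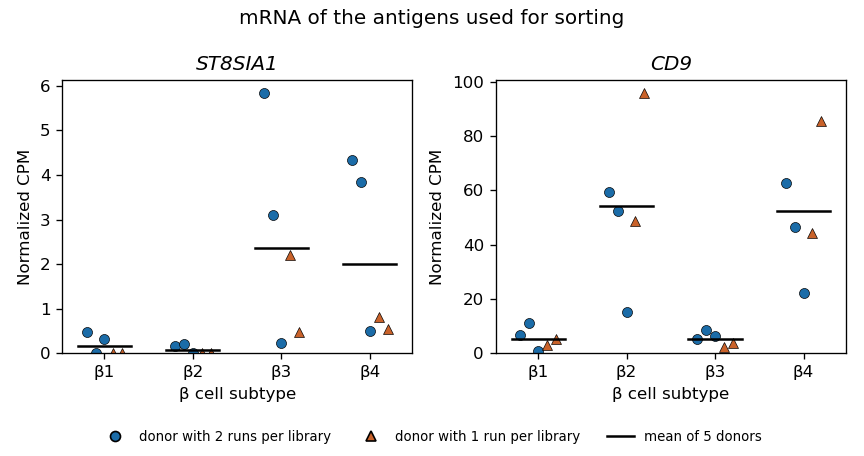
Normalized CPM of ST8SIA1 and CD9 in each library, by β cell subtype on the horizontal axis. Circles are donors with 2 runs per library, triangles donors with 1 run and bars the mean of 5 donors. CD9 lies between 15.2 and 95.8 CPM in β2 and β4 and between 0.780 and 11.1 CPM in β1 and β3, while ST8SIA1 is at 5.84 CPM or less in every library.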

As expected, the genes encoding the antigens used for cell isolation, *CD9* and *ST8SIA1*, were expressed at significantly higher levels in the β2/4 and β3/4 populations, respectively (Fig. 4c,d, Table 1 and Supplementary Figs 6 and 8). Most of the differentially expressed genes are of unknown function in β cells, but some have been clearly associated with insulin secretion (for examples, *GLUT2* (ref. 16), *PPP1R1A*^17^ and *ABCC9/SUR2* (ref. 18)) or are known to be dysregulated in T2D (for examples, *G6PC2* (ref. 19, *RPB4* (ref. 20) and *MAFB*^21^). 

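SLC2A2, the gene of the glucose transporter GLUT2 (chromosome 3, 170714136 to 170744532), was at 17.2 ± 11.4 CPM in β1, 16.5 ± 13.4 in β2, 9.85 ± 7.04 in β3 and 12.8 ± 7.55 in β4 (SD, n = 5). Its log2 fold change by ST8SIA1 status was −0.56 (standard error 0.16) and negative in 5 of 5 donors, with an adjusted p of 0.108 from edgeR's quasi-likelihood test. PPP1R1A, an inhibitor of protein phosphatase 1 (chromosome 12, 54969171 to 54982443, overlapping PDE1B on the opposite strand), rose by 0.85 on the log2 scale in CD9+ cells (standard error 0.14, adjusted p = 0.000577, 5 of 5 donors). ABCC9, the sulfonylurea receptor SUR2 (chromosome 12, 21950323 to 22095477), was at 50.9 ± 27.7 CPM in β1, 68.4 ± 19.5 in β2, 80.1 ± 26.8 in β3 and 105 ± 31.5 in β4. It rose by 0.67 with ST8SIA1 (standard error 0.12, adjusted p = 0.00217) and by 0.42 with CD9 (standard error 0.12, adjusted p = 0.099), each in 5 of 5 donors. G6PC2, the islet glucose-6-phosphatase (chromosome 2, 169757801 to 169766510), fell from 489 ± 298 CPM in β1 and 539 ± 354 in β2 to 328 ± 176 in β3 and 374 ± 266 in β4, a log2 fold change of −0.50 (standard error 0.08, adjusted p = 0.00125, lower in 5 of 5 donors). It overlaps SPC25 on the opposite strand. RBP4, a carrier of retinol (chromosome 10, 95351444 to 95361501), fell by 0.74 with ST8SIA1 (standard error 0.15, adjusted p = 0.0107) and rose by 0.98 with CD9 (standard error 0.15, adjusted p = 0.000346), each in 5 of 5 donors. RBP4 is also expressed by δ cells, whose SST rose with CD9, and overlaps O3FAR1 on the opposite strand. The call of ABCC9 by CD9 status was lost in 24 of 37 alternative settings, while SLC2A2 was called by ST8SIA1 status in 11 settings, DESeq2 and limma-voom among them.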

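G6PC2, RFX6 and SLC30A8 were the genes of insulin secretion called by ST8SIA1 status, all lower in the ST8SIA1+ populations. The list, written by hand from textbook knowledge, held 54 measured genes from glucose uptake to granule exocytosis, of which 3 fell, none rose by edgeR's quasi-likelihood test over all genes and 51 did not pass it (4 lower and 3 higher when adjusted over the list alone). The median log2 fold change of the list was 0.01, and camera gave an adjusted p of 0.811. In a list of 63 measured genes of neurogenesis and axon guidance, 5 rose in ST8SIA1+ cells, 3 fell and 55 did not pass the test (11 higher and 8 lower when adjusted over the list alone), with a camera adjusted p of 0.657. SIX3, a homeobox factor of the forebrain, DAB1, an adaptor of reelin signalling, DPYSL3, a collapsin response mediator, GAP43 and PLXNA2, a semaphorin receptor, were higher. DAB1 (chromosome 1, 57460451 to 59012406, overlapping OMA1) had a log2 fold change of 1.16 (standard error 0.25, adjusted p = 0.0147, higher in 4 of 5 donors). ROBO2 and CNTN4, cell adhesion receptors of axons, and NEUROD1 were lower. ROBO2 had a log2 fold change of −0.50 (standard error 0.11, adjusted p = 0.0236, lower in 5 of 5 donors). The α cell marker GCG rose and acinar markers fell in the same comparison. Gene ontology tables were not used here, so that these lists stand beside the ontology terms and are not the same sets. Camera tests a shift of a whole list, which is unlike an enrichment among called genes.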

Interestingly, the ST8SIA1^−^ population is significantly enriched for GO biological processes related to protein secretion including ‘Regulation of Insulin Secretion' (*n*=9, *P*=0.012), whereas ST8SIA1^+^ is enriched for ‘Neurogenesis' (*n*=16, *P*=0.012). Thus, by gene expression, it might be expected that the ST8SIA1^−^ β cells are more capable of secreting insulin. 

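CHGB, a granin of the secretory granule, was at 2967 ± 899 CPM in β1 and 3308 ± 1370 in β2 against 3850 ± 1033 in β3 and 4005 ± 1232 in β4 (SD, n = 5), a log2 fold change of 0.35 by ST8SIA1 status (standard error 0.06, adjusted p = 0.00334 from edgeR's quasi-likelihood test, higher in 5 of 5 donors). CHGA, a related granin, had a log2 fold change of 0.28 (standard error 0.08, adjusted p = 0.0927, higher in 4 of 5 donors). Of 26 measured genes of prohormone processing and the secretory granule, these 2 were higher, SLC30A8 was lower and 23 did not pass the test (10 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.133). Of 22 measured genes of monogenic diabetes, RFX6 and NEUROD1 were lower in ST8SIA1+ cells and none was higher (4 lower and 0 higher when adjusted over the list alone). Camera gave an adjusted p of 0.0927 for lower expression of that list, and the adjusted p = 0.219 with an estimated correlation. In this comparison the α cell markers GCG and GC were also higher and acinar markers lower. From the processes it finds enriched among the genes higher in ST8SIA1− cells, protein secretion and the regulation of insulin secretion among them, the paper proposes that a greater capacity for insulin secretion might be expected of ST8SIA1− β cells.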

Among the other genes expressed heterogeneously in β cells, one example with possible relevance to insulin secretion is the f-channel *HCN1*, which was increased threefold in the ST8SIA1^+^ (β3/4) populations. Co-labelling of HCN1 with proinsulin confirmed that β cells exhibit a range of HCN1 expression at the protein level (Fig. 3d). Several transcription factors were also differentially expressed, including *SIX3*, *RFX6*, *MAFB* and *NEUROD1.* Notably, *SIX3* was recently shown to be important for β cell maturation during ageing and higher expression levels were found to enhance insulin secretion^22^. 

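SIX3, a homeobox transcription factor (chromosome 2, 45168841 to 45173210), was at 6.90 ± 5.76 CPM in β1 and 8.91 ± 6.29 in β2 against 15.8 ± 9.48 in β3 and 16.5 ± 10.7 in β4 (SD, n = 5). It was 2.1-fold higher in ST8SIA1+ cells, a log2 fold change of 1.07 (standard error 0.19, adjusted p = 0.0021 from edgeR's quasi-likelihood test, higher in 5 of 5 donors). RFX6, a winged-helix factor of islet development (chromosome 6, 117198375 to 117253324), went the other way, from 62.4 ± 52.8 CPM in β1 and 68.2 ± 48.9 in β2 to 43.1 ± 30.2 in β3 and 45.4 ± 32.1 in β4. Its log2 fold change was −0.51 (standard error 0.10, adjusted p = 0.0108, lower in 5 of 5 donors). NEUROD1, a basic helix-loop-helix activator of the insulin gene (chromosome 2, 182533022 to 182545554, overlapping CERKL), was at 86.3 ± 52.1, 80.4 ± 41.4, 67.6 ± 36.0 and 55.8 ± 27.2 CPM in β1 to β4, a log2 fold change of −0.40 (standard error 0.11, adjusted p = 0.0928, lower in 4 of 5 donors). By CD9 status the adjusted p was 0.753 for SIX3, 0.711 for RFX6 and 0.708 for NEUROD1. The ST8SIA1 call of NEUROD1 was lost in 19 of 37 alternative settings and that of RFX6 in 3.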

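SLC18A2, the vesicular monoamine transporter VMAT2 (chromosome 10, 119000604 to 119038941), was at 267 ± 98.3 CPM in β1, 257 ± 82.6 in β2, 229 ± 80.0 in β3 and 306 ± 161 in β4 (SD, n = 5). Its log2 fold change was −0.02 by ST8SIA1 status (standard error 0.08, 95% interval −0.18 to 0.14) and 0.16 by CD9 status (standard error 0.08, 95% interval −0.00 to 0.32), with an adjusted p of 0.4 across the 4 subtypes from edgeR's quasi-likelihood test. DKK3, a secreted protein of the dickkopf family (chromosome 11, 11977754 to 12031316), was at 27.9 ± 34.1, 20.3 ± 23.6, 25.5 ± 32.4 and 24.0 ± 29.1 CPM in β1 to β4. By ST8SIA1 status its log2 fold change was 0.19 (standard error 0.29, 95% interval −0.40 to 0.79), by CD9 status 0.00 (standard error 0.15, 95% interval −0.31 to 0.31), and across the 4 subtypes the adjusted p was 0.921. In each subtype the SD of DKK3 between donors was larger than its mean. SLC18A2 overlaps PDZD8 and DKK3 overlaps USP47, in both cases on the opposite strand.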

Other previously reported human heterogeneity markers, that is, *VMAT2* (ref. 7) or *DKK3* (ref. 8) were not significantly differentially expressed in our subsets.

### Functional assessment of insulin secretion

However, most of the genes identified here as differentially expressed in human β cell subsets currently lack a known role in this cell type. We therefore also wanted to ascertain whether functional differences between the subsets could be identified, particularly in regard to insulin secretion. Although FACS sorted single-cell suspensions of individual β cell subtypes lacked glucose responsiveness, GSIS was re-established by forming subtype aggregates in overnight co-culture (Supplementary Fig. 11). Post-assay viability was comparable (92–96%) in the different subtypes. Despite having equivalent insulin mRNA (Fig. 5a) and protein (Fig. 5b) content, differences in basal and GSIS were found. 

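Insulin mRNA by RNA-seq was at 72030 ± 50910 CPM of INS in β1, 97200 ± 79890 in β2, 88730 ± 69520 in β3 and 97220 ± 77850 in β4 (SD, n = 5). Against β1, the log2 fold change was 0.33 in β2 (standard error 0.17, 95% interval −0.01 to 0.67), 0.10 in β3 (standard error 0.17, 95% interval −0.23 to 0.44) and 0.35 in β4 (standard error 0.17, 95% interval 0.01 to 0.69). Across the 4 subtypes the adjusted p was 0.616 from edgeR's quasi-likelihood test. By ST8SIA1 status INS had a log2 fold change of 0.06 (standard error 0.12, adjusted p = 0.906) and by CD9 status of 0.29 (standard error 0.12, adjusted p = 0.368, higher in 4 of 5 donors). The 95% interval by CD9 status, 0.05 to 0.53 on the log2 scale, lay above 0 and is not adjusted for the number of genes tested. Equal INS mRNA in CD9+ and CD9− cells is therefore not shown. INS-IGF2, with which INS shares reads, had an adjusted p of 0.825 across the subtypes. INS passed the threshold across the subtypes in 4 of 39 alternative settings, which gave adjusted p values from 5.74e-19 without a filter on low counts to 1 without the donor in the model. Without donor 5 the adjusted p was 0.0583, and without the β1 library of that donor 0.0245.

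**Figure D3:**
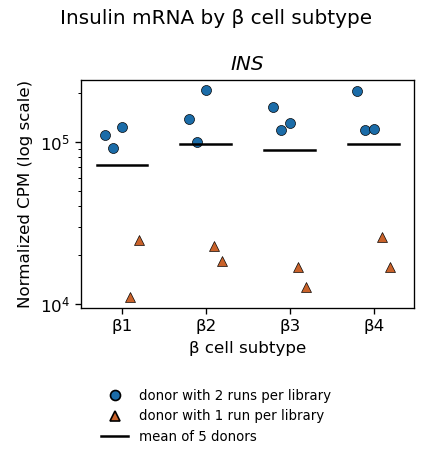
Normalized CPM of INS (log axis) in each library, by β cell subtype on the horizontal axis. Circles are donors with 2 runs per library, triangles donors with 1 run and bars the mean of 5 donors. In each subtype the libraries span from 11000 to 18330 CPM at the lowest to 123200 to 207200 CPM at the highest, and the donors with 1 run lie under the others.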

Basal insulin secretion in islet subtype aggregates was lowest for β1 (0.12±0.01 pmol per cell per h) and highest for β4 (0.25±0.23 pmol per cell per h; Fig. 5c), and the difference between these subtypes was significant (*P*=0.04). More importantly, there were clear differences in GSIS (Fig. 5c,d). Analyses of reaggregated subtypes from five normal islet samples revealed that the stimulation index of β1 aggregates (3.2±0.9 ×) was significantly higher than that of β2 (2.0±0.4 ×), β3 (1.9±0.6 ×) or β4 (1.4±0.2 ×). Given the clear differences in insulin secretion and the observation of differential expression of some genes involved in insulin secretion, we wondered whether differentially regulated genes of unknown function in human β cells may also be involved in this process. The HCN channel genes *HCN1* and *HCN4* were chosen for functional evaluation, because HCN2 was previously shown to be involved in insulin secretion in rats^23^,^24^. Ivabradine, a specific inhibitor of HCN channels^25^, was tested on whole human islets. Basal insulin secretion was significantly increased in the presence of the inhibitor (Fig. 5e), whereas GSIS was significantly suppressed (Fig. 5e,f). To prove that inhibition of HCN channels affected β cells directly and not via paracrine effects, ivabradine was tested on β-like cells generated from pluripotent precursors *in vitro*^26^. No other HCN-expressing cell types are present in this model. HCN inhibition significantly increased basal insulin secretion (Fig. 5g) as it had in intact islets. GSIS was not significantly altered (Fig. 5h). Together, these functional data show that the *HCN* genes differentially expressed in β cell subtypes play a role in modulating human insulin secretion, consistent with observations in rodents^27^. This ‘spot-test' of the differentially expressed gene list further strengthens our conclusion that human β cell subtypes differ in their insulin release kinetics.

### Diabetic islets have an abnormal β cell subtype distribution

Given that both gene expression analysis and insulin secretion analysis indicated functional heterogeneity among the β cell subtypes, we wondered whether disease states could affect the subset composition of human islets. To determine whether the alterations of islet structure and function associated with T2D^28^ affected subset distribution, islet samples from eight patients were examined. The total recoverable (live, non-doublet) β cell frequencies in these specimens fell within the range for normal specimens (15–45% of all endocrine cells), but the distribution of subtypes was highly variable between donors and clearly different from that of normal islets. Two distinct patterns were observed. In six out of eight patients (Fig. 1c–j), the frequencies of the ST8SIA1^+^ β3 and β4 populations (normally ∼18%) was unusually high. The differences in subtype percentages were highly significant between islets from normal individuals (both lean and obese) and those from T2D patients (Fig. 1l). In two additional patients, the β cell subset pattern was also very abnormal, but either the ST8SIA1^+^ population had disappeared (Fig. 1e) or the primary abnormality was a very high percentage of CD9^+^ cells (Fig. 1i). These data indicate that the frequencies of β cell subtypes are altered in the majority of individuals with T2D diabetes.

## Discussion

Most of the 200+ human cell types thought to exist were originally identified by nineteenth century histology methods. However, the advent of monoclonal antibody surface markers has led to the identification of important cellular subtypes among morphologically homogenous cell populations, most notably in the haematopoietic system^29^. Functional heterogeneity among β cells had long been suspected based on functional assays suggesting cells with different insulin release kinetics^2^,^9^, but until now it was impossible to prospectively isolate the subtypes. Here we demonstrate the existence of at least four distinct human β cell subtypes that can be separated based on cell surface marker expression. Clear differences in both basal and stimulated insulin secretion behaviour were observed between the subtypes, suggesting that the β subpopulations differ in their insulin release kinetics. These dissimilarities may serve to create smooth rather than sharp changes in insulin secretion in response to various stimuli and ensure that rapid shifts in blood glucose levels do not occur. Differentially expressed genes found here are good candidates to be modifiers of insulin release. We were able to demonstrate this directly for the HCN channels, which, until now, have not been known to play functional role in human β cells^30^. It seems unlikely that a single differentially expressed gene regulates the subtype insulin release kinetics. Instead, they probably act in concert. Future functional genomic studies should unravel the relative contributions of each factor. Recent work by Bader *et al.*^31^ shows that distinct β cell subtypes can also be found in the mouse. Using the Wnt pathway target gene *Fltp* as a marker, they demonstrated that these subtypes have distinct developmental origins, suggesting that this may also be the case with the human β cell subtypes described here. The genes differentially expressed in the murine subtypes only partially overlap with our human gene list, but like the human β cell subtypes, the murine subtypes differ in their insulin release kinetics. The clearly abnormal distribution of β cell subsets in the majority of our small T2D sample set raises the possibility that the subtypes differ in their susceptibility to metabolic stress^28^,^32^, proliferative capacity^33^ or differentiation state^34^. In normal islets, the ST8SIA1^+^ β3 and β4 populations, that is, those increased in most T2D patients, are less responsive to glucose. It is unclear at this time whether the four β cell subtypes are indicative of different developmental origins or whether they represent different functional and inter-convertible states of a single β cell type. However, given the remarkable reproducibility of their distribution percentages in normal islets obtained from many independent donors, it is unlikely that the subtypes could be the result of circadian, acute metabolic or ageing processes. Regardless of their ontogeny, the different properties of human β cell subtypes likely have an important impact on metabolic regulation and human disease processes.

## Methods

### Tissue sources and pancreatic cell isolation

Human pancreatic islets from normal and diabetic donors were obtained from the NIDDK-funded Integrated Islet Distribution Program at City of Hope^15^. These were collected from approved, consented cadaveric organ donors from which at least one other organ has been approved for transplantation and are exempt from human studies approval. Specimens were dispersed to single-cell suspensions by a 8–12 min digestion in 0.05% trypsin-EDTA (Thermo Fisher) at 37 °C with dispersal by a p1000 micropipetter every 3 min. Undispersed tissue was removed with a 40-μm cell strainer and dissociated cells were stored on ice in CMRL1066+2% FBS before antibody labelling. The number of samples analysed was determined primarily by material availability (especially in the case of T2D specimens) but was chosen to be sufficient for statistical analysis.

### Immunofluorescence imaging

Pancreatic cryosections (5 μm) from multiple donors were prepared from unfixed tissue in OCT blocks using a Reichert 2800 Frigocut (Reichert Scientific Instruments), treated with acetone for 10 min at −20 °C, and stored for up to 2 months at −80 °C. Non-specific labelling was blocked by pre-incubation in 2% goat serum (Hyclone) for 10 min. Initial labelling was performed with anti-human proinsulin (GS-9A8, Developmental Studies Hybridoma Bank) and detected/blocked with Cy3-conjugated monovalent Fab fragment goat anti-mouse IgG (Jackson ImmunoResearch 115-167-003) at high concentration (1:40 dilution) to permit detection of multiple primary antibodies of the same species. Subsequent labelling employed hybridoma supernatants diluted 1:20 (HPi2 or HPa3) and/or purified antibodies (anti-HCN1, ab84816, Abcam; biotinylated anti-CD9, 558749, BD Biosciences) diluted 1:200 in Dulbecco's phosphate buffered saline (DPBS) for 30 min and secondary labelling with 1:200 dilutions of Alexa488- or Alexa649-conjugated streptavidin, goat anti-mouse IgG(1,2a,2b) or goat anti-mouse IgM (Jackson ImmunoResearch, 115-545-164 and 115-166-075) as appropriate for 20 min. Nuclei were visualized with Hoechst 33342 (Molecular Probes). A Zeiss Axioskop 2 plus microscope (Carl Zeiss) was used for imaging.

### Flow cytometry and FACS

Dissociated cells were resuspended at 1 × 10^6^ cells per ml in CMRL1066+2% FBS before the addition of HIC3-2D12/HPa3 hybridoma supernatants (at a 1:20 dilution) and biotinylated anti-CD9 (eBioscience, 13-0098-80; 1:200 dilution) and incubation at 4 °C (for 30 min). After a wash with cold CMRL1066, cells were resuspended in CMRL1066+2% FBS containing a 1:200 dilution of PE-conjugated goat anti-mouse IgM (Jackson Immunoresearch) and a 1:100 dilution of PE-Cy7-conjugated streptavidin (BD Biosciences, 557598). After another wash, cells were resuspended in CMRL1066 (Corning)+5% mouse serum (Serotec) and held on ice (for 10 min) to block the secondary antibody. A final incubation with FITC-conjugated HIC0-3C5, APC-conjugated HIC1-2B4/HPi2, APC-Cy7-conjugated HIC0-3B3/HPx1, DHIC5-4D9/HPd3, anti-CD34 (BioLegend, 343514) and APC-H7-conjugated anti-CD45 (BD Biosciences, 560178) facilitated endocrine cell subfractionation and exclusion gating of acinar (HIC0-3B3/HPx1^+^), duct (DHIC5-4D9/HPd3^+^), haematopoietic (CD45^+^) and endothelial (CD34^+^) cells. The development and characterization of several of these antibodies have been previously described^12^. Cell doublets were excluded by pulse width measurement and propidium iodide staining was used to label dead cells for exclusion. Cells were analysed and sorted with a Cytopeia inFluxV-GS (Becton-Dickenson).

### β cell aggregation culture

A modified version of a co-aggregation culture developed for rat β cells^35^ was employed to permit functional assessment of FACS-sorted human β cells. On the day before the β cell isolation by FACS, a culture of mouse MS1 cells (American Type Culture Collection (ATCC) CRL-2279) was obtained from ATCC and established under standard adherent culture conditions. Following the isolation and brief storage of human β cells (at low glucose concentration), MS1 cells were recovered by trypsinization and combined with β cells at a 10:1 (MS1/β) ratio. This cell mixture was cultured in CMRL1066+5% human serum albumin+10 mM HEPES+antibiotic/antimycotic in a suspension (untreated) 24 w plate (Genesee Scientific) at 37 °C for 16 h. These cultures produced a mixture of single cells and small-to-medium sized aggregates (50–200 μm diameter), as shown in Supplementary Fig. 11. For basal and stimulated c-peptide measurement, cells and clusters were recovered, washed with Krebs-Ringer Bicarbonate (KRB)+2.8 mM glucose and assayed as described below.

### β-like cell differentiation and characterization

Human embryonic stem cell (hESC)-derived β-like cells were generated using our recently published differentiation approach with improvements at the last two stages^26^. For basal secretion and GSIS analysis, these hESC-derived spheres were transferred into tubes and washed twice with KRB+2.8 mM glucose, and assayed as described below.

### GSIS analysis

Samples (aggregated FACS-sorted β cells or hESC-derived spheres) were removed from media and equilibrated by incubation for 30 min at 37 °C in KRB+2.8 mM glucose with or without 30 mM ivabradine (Sigma-Aldrich). Cells were then transferred to fresh assay media (KRB+2.8 mM (basal) or 22.2 mM (stimulated) glucose with or without ivabradine for 1.5 h at 37 °C). After incubation, buffers were collected and frozen for subsequent human c-peptide-specific ELISA analysis (Mercodia). For hESC-derived spheres, total human c-peptide content analysis was performed by measurement of an aliquot of acidic ethanol lysed clusters by human c-peptide ELISA (Alpco). Statistical analyses of the results were performed using Graphpad Prism 4.0 (for analysis of variance tests) and Microsoft Excel (for mean, standard deviation and *t*-tests).

### RNA-seq library construction, sequencing and data analyses

Cell populations were sorted directly into Trizol LS (Invitrogen) and stored at −80 °C. For RNA recovery, samples were phenol/chloroform extracted before purification with RNeasy mini columns (Qiagen). Illumina RNA-Seq libraries were prepared from total RNA using the NuGen Ovation Pico kit to produce cDNA for 12 samples (four cell types from three donors). Fragmentation, blunt-ending, A-tailing and adapter ligation were then performed with the Illumina non-stranded RNA-Seq library prep kit to produced indexed libraries. The libraries were pooled and sequenced across two lanes of a hiSeq2000 to 100 bp single-read to an average depth of 19.7 million reads per sample. Gene expression values where generated for human genome release hg19 using RUM^36^. Differential expression was assessed using EdgeR^37^ using a two-factor analysis (donor id and β cell type). False discovery rates were calculated from *P*-values using the R function p.adjust in BH mode. For heat maps, reads per kb were normalized to the sample with the most reads. Normalization was done by a scaling the reads per kb values by the mean ratio for expressed genes, after removing the highly expressed genes. The median log_2_ expression for each gene was calculated for each donor then cell type-specific changes compared with this value. To reduce noise associated with differential contamination of the β cell subsets, genes known to be differentially expressed in non-β populations were excluded from the list of differentially expressed genes shown in Table 1, Fig. 4 and Supplementary Figs 6–9). Visualizations presented in Supplementary Figs 6–9 were generated using STRING (http://string-db.org/) (ref. 38).

### Antigen identification by cDNA expression library analysis

Rat C6 glioma cells (ATCC, CCL-107) were obtained from ATCC and transduced with a lentiviral library encoding version 5.1 of the human ORFeome library^39^ and screened by FACS for reactivity against HIC0-3C5. Two cycles of sorting HIC0-3C5^+^ C6 cells, amplification in culture and re-sorting yielded sufficient material for DNA and RNA recovery. PCR amplification of the cDNA insert from HIC0-3C5^+^ C6 cells was unsuccessful, so an RNAseq library was constructed and sequenced. The resulting sequences were searched for reads corresponding to ORFeome integrations and then compared with human cDNA sequences present in ORFeome 5.1 by BLAST^27^. Of the 17 mappable reads, 14 matched the 5′ region of ST8SIA1. In addition, the expression of ST8SIA1 was found to be consistently enriched in the RNA of FACS-sorted HIC0-3C5^+^ versus HIC0-3C5^−^ specimens by qRT–PCR and RNA-seq.

### Data availability

Gene expression data have been deposited in GEO (Gene Expression Omnibus) under accession code GSE80780. The authors declare that all other data supporting the findings of this study accompany the article or its Supplementary Information File.

## Additional information

**How to cite this article:** Dorrell, C. *et al.* Human islets contain four distinct subtypes of β cells. *Nat. Commun.* 7:11756 doi: 10.1038/ncomms11756 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-11

Peer review file

## Figures and Tables

**Figure 1:**
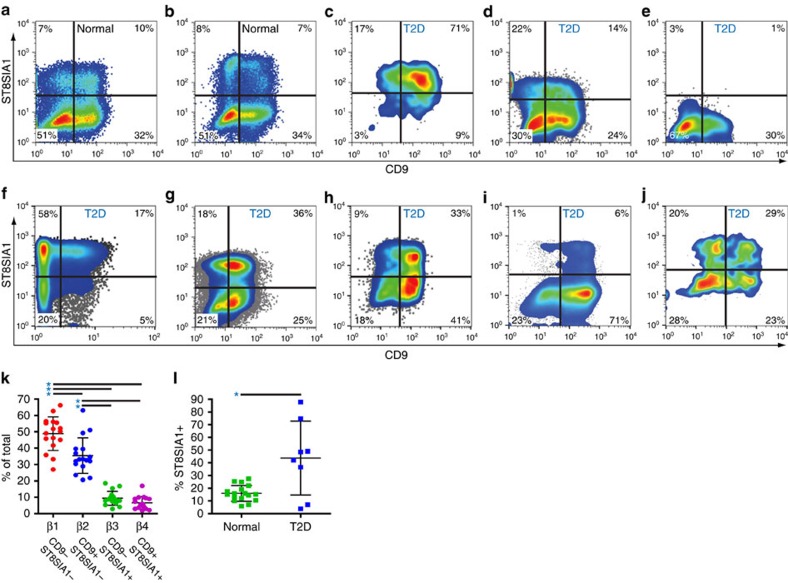
β cells are antigenically heterogeneous in normal and pathological islets. Human islet samples were enzymatically dispersed and antibody labelled for flow cytometric analysis, and β cells were isolated by FACS with the sorting scheme illustrated in Supplementary Fig. 1. (**a**,**b**) Representative examples of CD9 versus ST8SIA1 expression on the purified β cell populations from two healthy islet donors. (**c**–**j**) CD9 versus ST8SIA1 expression on cells from eight islet samples collected from T2D patients. (**k**) Mean β cell subtype distribution (±s.d.) from 17 normal islet preps. Significant frequency variance (*P*<1 × 10^−24^, single factor analysis of variance) was observed between these populations and β1 is significantly more frequent (*P*=8 × 10^−4^, 1.2 × 10^−12^, 5 × 10^−13^ by *t*-test (unequal variance)) than any of the others and β2 was significantly more frequent than β3 or β4 (1 × 10^−8^, 2 × 10^−9^ by *t*-test (unequal variance)) as indicated with asterisks. (**l**) The mean percentage (±s.d.) of ST8SIA1^+^ β cells is abnormally high (*P*=0.028, *t*-test (unequal variance)) in T2D islets (*n*=8) compared with normal islets (*n*=17).

**Figure 2:**
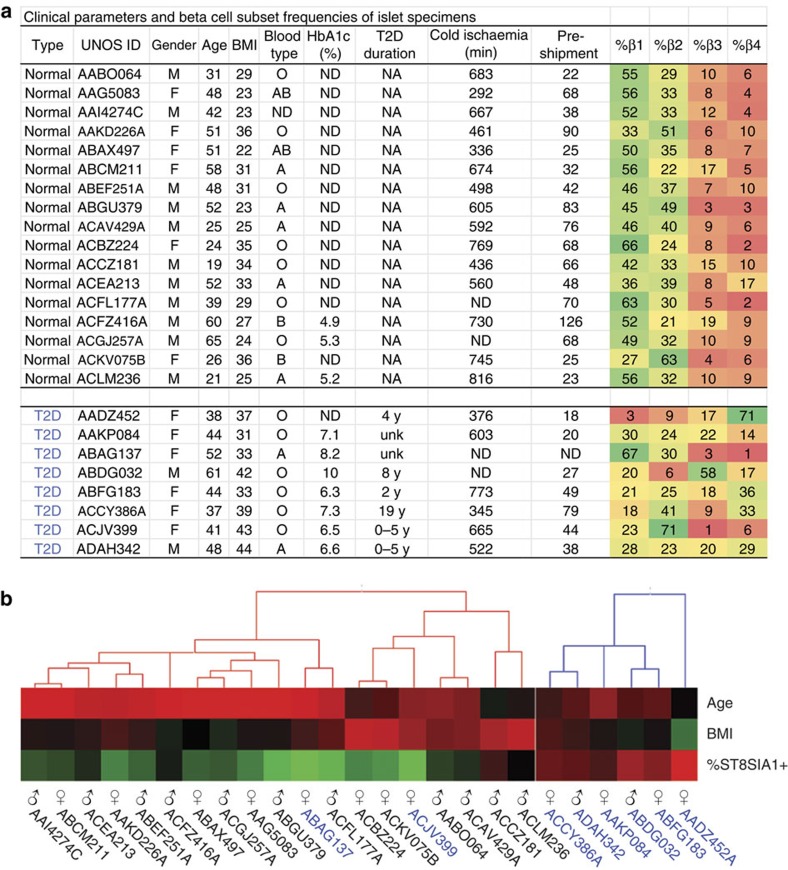
Clinical parameters and subset frequencies of human islet specimens. (**a**) Donor information corresponding to islets obtained from 17 healthy and 8 diabetic donors. HbA1c, glycated haemoglobin; T2D, type 2 diabetes. Duration of cold ischaemia refers to the time of pancreatic cold storage in University of Wisconsin solution before islet isolation. (**b**) Unsupervised clustering of a subset of clinical parameters and the percentages of ST8SIA1^+^ β cells measured by FACS were visualized using Hierarchical Clustering Explorer 3.5.

**Figure 3:**
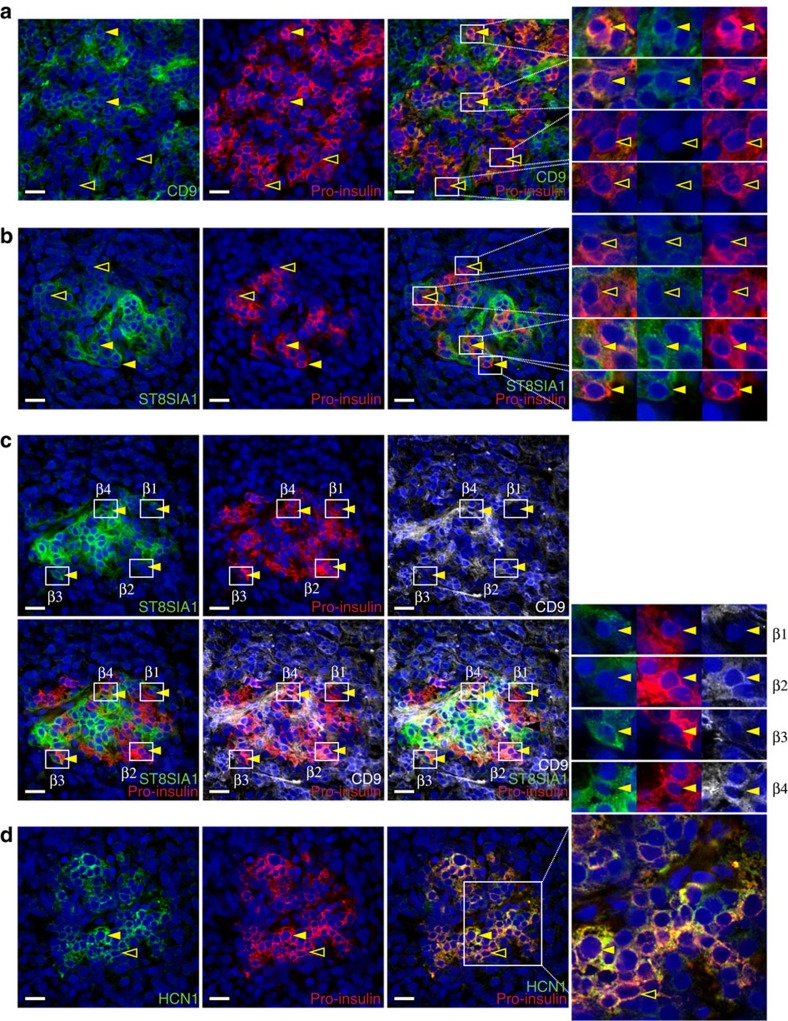
β cell heterogeneity in normal pancreatic tissue sections. (**a**) Human pancreas co-labelled with antibodies recognizing CD9 and proinsulin. Most proinsulin^+^ β cells were CD9^−^ (hollow arrows) but a subset was CD9^+^ (solid arrows). (**b**) Tissue co-labelled with antibodies recognizing ST8SIA1 and proinsulin. Most proinsulin^+^ β cells were ST8SIA1^−^ (hollow arrows) but a subset was ST8SIA1^+^ (solid arrows). (**c**) Compound labelling of proinsulin, CD9 and ST8SIA1 reveals proinsulin^+^ cells expressing every combination of the other markers; examples of β1 (CD9^−^ST8SIA1^−^), β2 (CD9^+^ST8SIA1^−^), β3 (CD9^−^ST8SIA1^+^) and β4 (CD9^+^ST8SIA1^+^) cells are indicated. Note that both CD9 and ST8SIA1 are found on proinsulin^−^ (non-β) cell types as well, as shown in Supplementary Fig. 1. (**d**) HCN1 was detected in a subset of proinsulin^+^ β cells; examples of high/positive and low/negative cells are indicated with solid and hollow arrows, respectively. Tissues illustrated are 5 μm cryosections of normal human pancreas. Scale bar, 25 μm.

**Figure 4:**
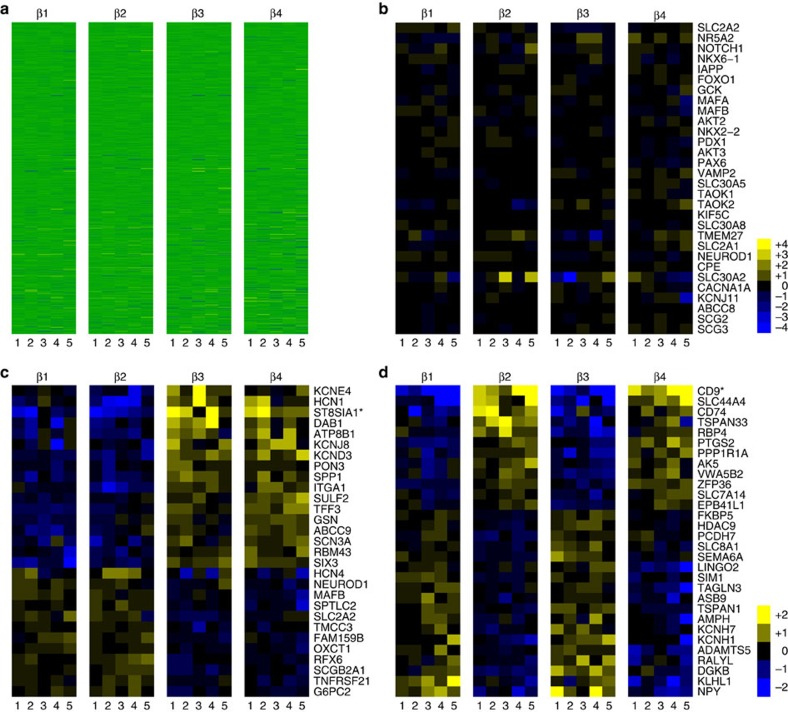
Comparative gene expression in β cell subtypes. RNA-seq data derived from β cells isolated from five different normal donors were normalized and compared with determine genes, which were differentially expressed. (**a**) All 23,292 transcripts for all samples arrayed as a heat map. (**b**) Known genes associated with insulin signalling/processing/secretion and β cell identity. (**c**) Genes differentially expressed between the ST8SIA1^+^ β3/β4 and ST8SIA1^−^ β1/β2 subtypes. (**d**) Genes differentially expressed between the CD9^+^ β2/β4 and CD9^−^ β1/β3 subtypes.

**Figure 5:**
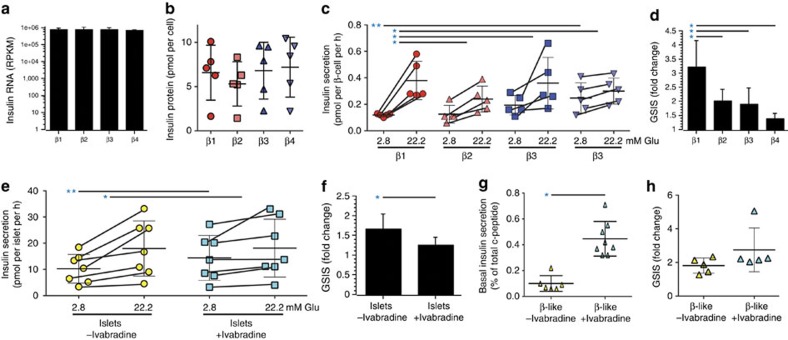
Functional characterization of β cell subtypes and islet cultures. No significant differences in the mean levels of insulin RNA (**a**) and insulin protein (**b**) were found in the four β cell subtypes (*n*=5 and *n*=3 specimens, respectively; all values reported as mean±s.d.). (**c**) Insulin secretion (pmol of insulin per β cell per hour) were measured by incubation of reaggregated cells under basal (2.8 mM glucose) and stimulating (22.2 mM glucose) conditions. Basal levels were significantly different only between β1 and β4 (*P*=0.037, *t*-test (equal variance)), but glucose-stimulated insulin secretion (GSIS) was significantly higher in the β1 subtype than in any of the other β cell subtypes (β1 versus β2: *P*=0.045, β1 versus β3: *P*=0.042, β1 versus β4: *P*=0.005, *t*-test (equal variance)). The significant basal secretion difference is indicated with a double-asterisk (**) and the significant GSIS differences are indicated with a single asterisk (*). (**d**) Fold-change representation of the GSIS values reported in **c**. (**e**) Insulin secretion (pmol of insulin per islet per hour) is shown for intact human islets exposed to basal and stimulating glucose concentrations with or without HCN inhibition by ivabradine (30 mM). Basal insulin secretion was significantly increased (*P*=0.039, paired *t*-test) in the presence of ivabradine, and GSIS was significantly (*P*=0.003, paired *t*-test) reduced. The significant basal secretion difference is indicated with a double-asterisk (**) and the significant GSIS differences are indicated with a single asterisk (*). (**f**) Fold-change representation of the GSIS values reported in **e**. (**g**) Basal human c-peptide secretion (percentage of total content) from hES derived β-like cells. Six such lines were analysed in three experiments each. Basal insulin secretion was significantly (*P*=0.01, *t*-test (equal variance)) increased by exposure to ivabradine. (**h**) GSIS of hES-derived β-like cells (*n*=6). No significant change (*P*=0.12, *t*-test (equal variance)) was found with ivabradine.

**Table 1:** Genes significantly expressed in beta cells but with differential expression in ST8SIA1^+/−^ subtypes.

**Gene**		**FC (ST8SIA1^+^/ST8SIA1^−^)**	***P***	**FDR**
***ST8SIA1***	ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 1	12.52	7.1E-11	0
*HCN1*	Hyperpolarization-activated cyclic nucleotide-gated potassium channel 1	3.03	1.5E-04	0.03
*DAB1*	Dab, reelin signal transducer, homologue 1 (*Drosophila*)	2.21	2.9E-05	0.01
*KCND3*	Potassium channel, voltage-gated Shal-related subfamily D, member 3	2.16	7.8E-09	0
*SIX3*	SIX homeobox 3	2.01	1.9E-09	0
*ATP8B1*	ATPase, aminophospholipid transporter, class I, type 8B, member 1	1.98	4.2E-04	0.05
*KCNJ8*	Potassium channel, inwardly rectifying subfamily J, member 8	1.9	6.8E-04	0.07
*SPP1*	Secreted phosphoprotein 1	1.87	4.7E-09	0
*TFF3*	Trefoil factor 3 (intestinal)	1.81	8.3E-13	0
*ITGA1*	Integrin, alpha 1	1.76	2.3E-04	0.04
*KCNE4*	Potassium channel, voltage-gated subfamily E regulatory beta subunit 4	1.76	6.4E-04	0.06
*RBM43*	RNA-binding motif protein 43	1.57	3.5E-04	0.04
*SCN3A*	Sodium channel, voltage-gated, type III, alpha subunit	1.57	7.3E-04	0.07
ABCC9/SUR2*	ATP-binding cassette, sub-family C (CFTR/MRP), member 9	1.54	3.2E-05	0.01
*SULF2*	Sulfatase 2	1.49	2.2E-05	0.01
*PON3*	Paraoxonase 3	1.43	5.3E-04	0.06
*GSN*	Gelsolin	1.4	7.3E-06	0
*OXCT1*	3-oxoacid CoA transferase 1	−1.33	2.8E-05	0.01
*TMCC3*	Transmembrane and coiled-coil domain family 3	−1.33	8.2E-05	0.02
NEUROD1*	Neuronal differentiation 1	−1.34	1.0E-03	0.09
*FAM159B*	Family with sequence similarity 159, member B	−1.36	6.7E-05	0.02
MAFB*	v-maf avian musculoaponeurotic fibrosarcoma oncogene homologue B	−1.38	1.4E-04	0.03
*SPTLC2*	Serine palmitoyltransferase, long-chain base subunit 2	−1.38	2.2E-04	0.03
*TNFRSF21*	Tumour necrosis factor receptor superfamily, member 21	−1.39	4.5E-07	0
*G6PC2*	Glucose-6-phosphatase 2	−1.46	3.2E-09	0
RFX6*	regulatory factor X, 6	−1.46	9.0E-07	0
*SCGB2A1*	Secretoglobin, family 2A, member 1	−1.49	8.9E-09	0
SLC2A2/GLUT2*	Solute carrier family 2 (facilitated glucose transporter), member 2	−1.53	7.2E-05	0.02
*HCN4*	Hyperpolarization-activated cyclic nucleotide-gated potassium channel 4	−1.77	9.4E-04	0.08

FC, fold change; FDR, false discovery rate.

How the deposited data were processed for this re-analysis (not part of the article)

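RNA-seq was analysed for β cells of 5 donors sorted by ST8SIA1 and CD9 into 4 subtypes, which gave 20 libraries with 5 per subtype. The labels list 32 samples, since the libraries of 3 donors were run 2 times and those of 2 donors 1 time, and the table holds 1 column per donor and subtype, so that runs were not analysed separately. The authors amplified RNA with the NuGen Ovation Pico kit, prepared libraries with an Illumina kit that does not keep the strand, sequenced single reads on a HiSeq2000 and aligned them to hg19 with RUM, and the submitters' processing notes name CASAVA 1.8.2 and edgeR. The values deposited by the authors are whole-number read counts per RefSeq transcript, not normalized, with a mark for 1 representative transcript per gene. The authors also deposited tables of their own edgeR comparisons, in which the p-value and FDR columns come from a likelihood ratio test. The fold, CPM and likelihood ratio columns of these deposited tables were read as a score, since the authors wrote falls as negative reciprocals, and none of these columns entered a test here. Every column of counts was used (0 columns of per-sample values were left out).

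The representative transcripts were taken, and 100 genes of the X-inactivation centre and the Y chromosome were left out of all tables. Of the gene symbols, 18928 were found in the GRCh37 annotation and 2524 through the RefSeq transcript, while 805 were not found and have no coordinates here. Overlaps between genes were taken from whole gene bounds, not from exons. Counts were normalized by TMM and tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, donor and subtype as factors, Benjamini-Hochberg adjustment, calls at 0.1) over the 12877 genes kept by filterByExpr with a minimum count of 10. Contrasts were the effect of ST8SIA1, the effect of CD9, their interaction and any difference between the 4 subtypes (3 degrees of freedom). Donors gave a library of each subtype, and the donor was kept as a block as in the paper's methods: deviations from the subtype means correlated by 0.462 or more between libraries of 1 donor (median 0.621) and by −0.188 at the median between donors. CPM values are normalized counts with the SD between donors. Library totals ran from 1590394 to 8401700 counts, and intervals at the 95% level come from the same model. At this depth 1 count is worth more CPM in the donors with 1 run, so that genes with few counts, ST8SIA1 among them, have the widest errors.

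Gene lists were tested with camera (preset correlation 0.01, and with an estimated correlation) and fry from limma 3.58.1, adjusted over the lists within each contrast. The lists, the named genes, the tests and the alternatives were fixed before the data were examined, apart from the alternatives and tests stated below as chosen later. Named genes were those the paper names in its text, Table 1 and Fig. 4, the 10 genes per direction and contrast with the largest change among those called, with the same sign in all 5 donors and a mean CPM of at least 5, and the called members of the lists. The values of Table 1 had been seen when this rule was written. Other genes named in the text were chosen after their values were seen. Markers of other pancreatic cells were kept in the tests, since the paper's text does not name the genes that it removed. Similarity was measured by Spearman correlation of log2 CPM with a prior count of 2, and its test permuted subtypes within donors 100000 times.

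The steps were tested on simulated data drawn from the real library sizes with 200 changed genes. Of genes changed 4-fold by ST8SIA1 status all (100%) were called, and of those changed 4-fold by CD9 status 98.9%, while 7.37% and 9.64% of the calls were genes that had not been changed. The alternatives were other thresholds, RLE normalization, no filter or a filter at a mean CPM of 5, DESeq2 1.42.0, edgeR's likelihood ratio test, limma-voom, no donor in the model, antigen status with 2 levels, the donors with 2 runs or with 1 run alone, library sizes without the 10 most abundant genes, tests without marker genes, and the omission of each donor and each library. Gene ontology terms and the supplementary figures were not used here, and the results of some genes are not reported here.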

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

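Tests of dilution in the CD9+ libraries, of the slopes below without single donors, and of acinar RNA in the genes outside the acinar list, were chosen after the values had been seen, and the other tests of δ cell, α cell and acinar RNA before. Libraries apart from the other 4 of their subtype were looked for in 44 groups with Dixon's ratio, which chance passes in about 1 in 20 groups (2.2 expected), and 5 were found. On the first principal component after centring on donors, donor 5 stood apart in all subtypes, at −30.8 in β1, −25.1 in β2, −30.2 in β3 and 86.1 in β4 (nearest other β4 library 3.04), of which the first 3 mirror the last because each donor was centred on its mean. The log2 CPM of SST was 13.5 in the β4 library of donor 4, with the nearest β4 library at 10.3.

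Markers of other pancreatic cells, which the paper's methods exclude from its lists because of contamination that differs between the subsets, moved with CD9 status. The paper also reports CD9 on most δ cells and ST8SIA1 on part of the α cells. SST had a log2 fold change of 4.12 (adjusted p = 9.73e-08 from edgeR's quasi-likelihood test), AQP3, listed with PP and ε cells, of 1.48 (0.000155), PRSS3 of 2.16 (0.0294) and CPB1 of 1.92 (0.0857), each higher in CD9+ cells, whereas GCG with −1.21 (0.0639) and the duct marker SOX9 with −0.791 (0.0569) were lower, in 5 of 5 donors except CPB1 (4 of 5). Acinar markers summed to 63.2, 531, 51.9 and 35.8 CPM in β1 to β4, so that they were high in β2 and not in the CD9+ β4. The authors sorted out cells that bind HPa3, which marks the other endocrine cells. RNA of δ cells in the CD9+ libraries may still account for part of the genes that rose. It predicts that their rise follows that of SST over the 10 pairs of libraries with a slope of 1. The slope of 79 genes was 0.231 with an interval from −1.05 to 1.51. This RNA cannot be told apart from a change within β cells, because the interval holds both 0 and 1. Without donor 4, whose β4 library had 4.81 times the mean rise of SST, the slope was −0.301 (interval −0.96 to 0.359). That interval leaves out 1, whereas without any other single donor it held 1, so that the answer depends on donor 4. Dilution by RNA of other cells is argued against as the source of the 62 genes that fell, since their median log2 fold change was −0.571 while the interval of INS ran from 0.052 to 0.528. A difference between β cells with and without CD9 stays open as a hypothesis, untested here.

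Markers also moved with ST8SIA1 status. GCG rose by 1.78 (adjusted p = 0.0021 from edgeR's quasi-likelihood test) and GC by 1.37 (0.0177), and lower log2 fold changes were found for acinar markers, among them PRSS2 (−3.48, adjusted p = 0.00123), PRSS1 (−2.68, 0.00252), PRSS3 (−2.36, 0.00856), CELA3A (−2.35, 0.0866), REG1A (−2.26, 0.0236), CLPS (−2.25, 0.0634) and CELA3B (−2.21, 0.0771). GCG, GC, CELA3B and the 3 PRSS genes moved this way in 5 of 5 donors and the others in 4 of 5. The list of acinar markers differed between the effects of ST8SIA1 in CD9+ and CD9− cells, with a median interaction of −3.83 (camera adjusted p = 5.34e-20 with the preset and 0.237 with an estimated correlation). The authors also gated out acinar cells with the antibody HPx1. Acinar RNA in the β2 libraries may still account for part of the genes lower in ST8SIA1+ cells, and needs no change between β3 and β1 in the genes picked as lower in β4 than in β2. Of the 13 picked genes outside the acinar list, 11 were lower in β3 than in β1 as well (median log2 change −0.33, interval −0.49 to −0.171). TRY6, which can share reads with the acinar PRSS genes, is 1 of the 13. The 9 called fallers that are acinar markers or TRY6 also had a median of −0.33 between β3 and β1. A change of this size there therefore cannot tell acinar RNA from a change within β cells. Over all 26 picked genes the median was −0.126 (interval −0.941 to 0.69), and for the genes of the acinar list this RNA cannot be told apart from a change within β cells, because 13 of the 26 are the markers that define it and the interval is wide. RNA of α cells is argued against as the whole source of the genes that rose. The slope of the median rise of 74 genes on GCG was 0.0293 (interval −0.411 to 0.47) where 1 is predicted. Without donor 3, whose β3 library had 5.13 times the mean rise of GCG, the slope was 0.211 (interval −0.317 to 0.74), still under 1. A slope of the median cannot exclude this RNA for single genes, and the α cell marker GC is among the 74. A difference between ST8SIA1+ and ST8SIA1− β cells stays open as a hypothesis.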

How the results depend on the processing

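The pair of alternatives that leave out the β4 library of donor 5 with the β3 library of donor 3, or both donors, was chosen after the data had been seen. The first library stood apart after centring on donors, and the second was picked for its 1 read of ST8SIA1, as few as in the β3 and β4 libraries of donor 5, while the β4 library of donor 4, apart in SST, was kept in both and left out in a setting of its own. Donors 3 and 5 are also those whose single omission raised the ST8SIA1 count most, so that leaving out both is not independent of the outcome. Counts stayed within 1.5 times with RLE normalization (169 genes by ST8SIA1, 142 by CD9), a filter at a mean CPM of 5 (179 and 137), library sizes without the 10 most abundant genes (165 and 140) and without marker genes (145 and 135). For the other settings the cause was not tested, apart from the stricter thresholds. CD9 was called by CD9 status in every planned setting that was run, SST in each of those but the one without marker genes, which did not test it, and ST8SIA1 by ST8SIA1 status in all of the 32 that tested it but the fit without the donor block. Of 63 named genes called by ST8SIA1 status and 62 by CD9 status, RLE normalization kept 63 and 62, limma-voom 58 and 57, and the fit without the donor block 0 and 2. The omission of single donors kept from 20 of 59 (donor 2) and 20 of 58 (donor 1) tested calls to 57 of 63 (donor 5) by ST8SIA1, and from 14 of 62 (donor 4) to 54 of 61 (donor 2) by CD9. Few counts limit ST8SIA1, and the 2 donors with 1 run per library have the lowest depth. Analyses of each run as its own sample and of run 1 alone were not run, since the table holds 1 column per donor and subtype.

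At thresholds of 0.05 and 0.01, 101 and 33 genes were called by ST8SIA1, 77 and 28 by CD9 and 139 and 70 between any subtypes. Without a filter on low counts the counts were 336 by ST8SIA1, 355 by CD9, 23 for the interaction and 602 between any subtypes, with DESeq2 324, 275, 4 and 478, and with edgeR's likelihood ratio test 335, 325, 7 and 545. Limma-voom called 372 by ST8SIA1, 184 by CD9, 2 for the interaction and 423 between any subtypes. Of the genes called here, 149 of 159 and 140 of 142 were shared with DESeq2, and 154 and 123 with limma-voom. Without the donor block, that is without the pairing of libraries, 0 genes were called by ST8SIA1 (163 at an unadjusted p under 0.05), 2 by CD9 and 5 between any subtypes. Antigen status with 2 levels gave 353 between any subtypes. In the 3 donors with 2 runs alone 16 genes were called by CD9 and 87 between any subtypes, and in the 2 donors with 1 run 2 by ST8SIA1, 46 by CD9, 2 for the interaction and 36 between any subtypes. Without the β4 library of donor 5 and the β3 library of donor 3, 275 genes were called by ST8SIA1, and without donors 3 and 5, 699 by ST8SIA1, 10 for the interaction and 536 between any subtypes. INS across the subtypes had adjusted p values from 5.74e-19 (no filter) to 1 (no donor block) over 39 settings, and passed in 4: besides the former, 0.00141 without donors 3 and 5, 0.0583 without donor 5 and 0.0245 without the β1 library of donor 5. INS-IGF2 by ST8SIA1 status, −0.05 in log2, was 0.34 (0.3359, adjusted p = 0.0268) without donors 3 and 5, the opposite sign. Of gene lists called by camera, 7 by ST8SIA1 became 0 with an estimated correlation, 4 without the donor block and 3 without the genes of Table 1, 9 by CD9 became 2 with an estimated correlation, and 1 for the interaction became 0 with an estimated correlation, 0 with fry and 2 without the donor block.

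Over the omission of each donor and library, counts ran from 31 to 290 by ST8SIA1, from 21 to 215 by CD9, from 0 to 12 for the interaction and from 75 to 298 between any subtypes, and the adjusted p of INS from 0.0245 to 0.962. Over the omission of each donor, the similarity ran within donors from 0.956 to 0.968 and between donors from 0.880 to 0.913, its permutation p from 4e-05 to 0.00017, and the lists called from 5 to 9 by ST8SIA1, from 5 (without donor 4) to 9 by CD9 and from 1 to 1 for the interaction. By ST8SIA1 the count moved over 1.5 times without donors 1 (42), 2 (31), 3 (259), 4 (72) and 5 (290) and without β1 of donors 1 (84) and 2 (101), β2 of donors 1 (85) and 2 (91), β3 of donors 1 (98) and 2 (98) and β4 of donor 3 (265). By CD9 it did so without donor 4 (21), β1 (69), β2 (78), β3 (77) and β4 (76) of donor 4, and β2 (93) and β4 (215) of donor 2. Interaction calls appeared without donor 3 (7), β1 (8) and β2 (4) of donor 1, β2 (9) and β4 (12) of donor 3 and β3 of donor 4 (4), and the count between any subtypes moved without donors 1 (100), 2 (110) and 4 (75), β2 of donor 2 (144) and β4 of donor 4 (143).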

Differences from the paper's values

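At a false discovery rate of 0.01 the paper's count of genes by CD9 status is 45, and the count here was 28. Of the 37 alternatives set before the data were examined that give this count, 5 fell within 1.5 times of the paper's count: limma-voom, and the fits without β1 of donor 2, β3 of donor 3, β4 of donor 2 or β4 of donor 5. The other 32 did not. The counts are also unlike in test and genes. The paper states that it removed genes of non-β cells, and the authors' deposited comparisons rest on a likelihood ratio test. Here markers were kept and the quasi-likelihood test was used. At 0.01 the deposited CD9 comparison holds 63 genes, and edgeR's likelihood ratio test here called 91. The paper's average depth is 19.7 M reads per sample, given for 12 samples of 3 donors, and the counts per library here averaged 4.61 M over 20 libraries of 5 donors, with a median of 6.35 M in the 12 libraries of the donors with 2 runs and 2.07 M in the 8 of the donors with 1 run. The groups are thus unlike, and the first counts reads where the second counts those assigned to genes. No library held more than 8.4 M, so that no alternative that leaves out libraries comes within 1.5 times of the paper's depth.

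Of the 29 genes of Table 1, all had the table's sign and lay within the standard error of the fit here from its value. Both values come from the same samples, and this error measures the spread between donors, so that lying within it is not independent evidence. By edgeR's quasi-likelihood test 5 of the 29 were not called here: OXCT1 (log2 fold change −0.38, adjusted p = 0.102), SPTLC2 (−0.43, 0.102), SLC2A2 (−0.56, 0.108), FAM159B (−0.40, 0.117) and HCN4 (−0.78, 0.127). DESeq2 and edgeR's likelihood ratio test called each of these 5. No filter on low counts called all but SLC2A2, limma-voom called OXCT1, SPTLC2 and SLC2A2, and RLE normalization, a filter at a mean CPM of 5 and library sizes without the 10 most abundant genes called OXCT1 and SPTLC2. The donors with 2 runs alone called SLC2A2. Single omissions called OXCT1 (β2 of donor 3, β4 of donor 2), FAM159B (β1 of donor 1, β4 of donors 1 and 2), SPTLC2 (donor 5, β1 of donor 3, β3 of donor 5, β4 of donors 2, 3 and 5), SLC2A2 (donor 5, β1 of donor 4, and β2, β3 and β4 of donor 5) and HCN4 (donors 3 and 5, β1 of donor 3, β3 of donors 3 and 5, β4 of donor 4). Of the alternatives chosen after the values had been seen, that without β4 of donor 5 and β3 of donor 3 called OXCT1, SPTLC2, SLC2A2 and HCN4 and dropped 2 of the 24 genes of Table 1 called here (NEUROD1 and RBM43), and that without donors 3 and 5 called SPTLC2, SLC2A2 and HCN4 and dropped 1 (RBM43).

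The paper describes other endocrine cells as a negligible contamination, and SST and GCG differed between the subtypes here, at the levels given beside that statement. Of 30 genes labelled in Fig. 4d, 25 were called here by CD9 status, and AK5, AMPH, KCNH1, RALYL and KLHL1 were not. The paper names insulin secretion as enriched among genes higher in ST8SIA1− cells and neurogenesis among those higher in ST8SIA1+ cells. It used ontology terms, which were not used here. The hand-written lists of these processes had camera adjusted p values of 0.811 and 0.657 by ST8SIA1 status. Camera tests a shift of a whole list, so that these values do not speak against an enrichment among called genes, which was not tested. Of 54 insulin secretion genes 3 were called lower and none higher, where 84 of all 12877 genes were called lower. Of 63 neurogenesis genes 5 were called higher and 3 lower, where 75 of all were called higher. In the authors' deposited tables, 236 genes have an FDR of at most 0.1 by ST8SIA1 status and 187 by CD9 status, of which 211 and 164 passed the filter on low counts and were tested here, and 134 and 107 were called.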

Other observations

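CD74, the invariant chain of antigen presentation, was higher in CD9+ cells (log2 fold change 1.48, standard error 0.37, adjusted p = 0.0571 from edgeR's quasi-likelihood test, 5 of 5 donors), as 1 of 5 measured class II genes (2 when adjusted over the list alone, camera adjusted p = 0.0143, adjusted p = 0.111 with an estimated correlation). HMGCS1, an enzyme of cholesterol synthesis, rose by 0.50 (standard error 0.10, adjusted p = 0.00605, 5 of 5 donors), and 24 of 25 measured genes of that pathway had a positive log2 fold change by CD9 status with a median of 0.15, although HMGCS1 alone passed the test (2 higher when adjusted over the list alone, camera adjusted p = 0.000202, adjusted p = 0.134 with an estimated correlation). Of 46 immediate early and dissociation genes, PTGS2, IER3, ZFP36 and EGR1 were higher and GADD45A lower in CD9+ cells (9 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.381), and PTGS2 was the called gene of 15 NF-kB and cytokine genes (4 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.161). CD9, TSPAN33 and CD81 were higher and TSPAN1 lower of 27 tetraspanins and partners (6 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.27). Of 11 genes of immature or dedifferentiated β cells, RBP4, CHGA and CD81 were higher and NPY and SOX9 lower in CD9+ cells (4 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.307). CHGA and PTPRN were higher of 26 granule genes (5 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0998, adjusted p = 0.393 with an estimated correlation), and KCNA5 and ABCC9 higher and KCNMB2 and KCNH7 lower of 51 channels (5 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.658). SST rose in the same comparison, as did the acinar genes PRSS3 and CPB1, whose list summed highest in β2 and lowest in β4.

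By ST8SIA1 status, 28 measured genes of endoplasmic reticulum stress had a median log2 fold change of 0.09, with 0 genes called by edgeR's quasi-likelihood test (2 higher when adjusted over the list alone, camera adjusted p = 0.00546, adjusted p = 0.413 with an estimated correlation), and by CD9 status a median of 0.10 (0 called, 2 higher when adjusted over the list alone, camera adjusted p = 0.0219, adjusted p = 0.393 with an estimated correlation). GADD45B and ATF3 rose in ST8SIA1+ cells among the 46 immediate early genes (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.941), CDKN1A among 13 cell cycle genes (3 higher when adjusted over the list alone, 0.532), TSPAN12 among the tetraspanins (5 higher and 3 lower when adjusted over the list alone, 0.946) and PDK4 among 21 glycolysis genes, where ENO1 fell (1 higher and 2 lower when adjusted over the list alone, 0.237). IL8 fell among the NF-kB genes (1 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.745), CYCS among 50 genes of oxidative phosphorylation (1 lower when adjusted over the list alone, 0.557), and RFX6 among 32 genes of the primary cilium (1 lower when adjusted over the list alone, 0.657). CHGA rose and RBP4 fell among the immature β cell genes (1 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.745), and ST8SIA1 alone was called of 34 ganglioside genes (2 higher and 2 lower when adjusted over the list alone, 0.811). The α cell markers GCG and GC rose and acinar markers fell in this comparison as well.

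Camera gave an adjusted p by ST8SIA1 status of 0.304 for class II, 0.494 for 23 class I and interferon genes, 0.237 for cholesterol synthesis, 0.133 for 45 ribosomal proteins, 0.784 for δ cell markers (RBP4 lower), 0.53 for PP and ε cell markers and 0.452 for leukocyte markers. By CD9 status it was 0.588 for insulin secretion (PPP1R1A higher, SLC8A1 lower), 0.543 for monogenic diabetes (HNF4A higher), 0.501 for class I, 0.882 for oxidative phosphorylation, 0.409 for glycolysis, 0.833 for ganglioside genes, 0.27 for cell cycle genes, 0.882 for the primary cilium, 0.314 for α cell markers (GCG lower), 0.27 for duct markers (SOX9 lower) and 0.161 for leukocyte markers. Ribosomal proteins had 0.0847 by CD9 status (RPS4X lower, adjusted p = 0.655 with an estimated correlation), and PP and ε cell markers 0.0423 (AQP3 higher, adjusted p = 0.257 with an estimated correlation). Stellate and Schwann cell markers had too few measured genes for a test (2 and 1), and 0 endothelial markers passed the filter. For the interaction, acinar markers had 0 genes called and 15 lower when adjusted over the list alone, and the adjusted p of all other lists was 0.256 or more. In total 7 lists were called by ST8SIA1 status, 9 by CD9 status and 1 for the interaction, of 26 tested.

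Tests of the INS share were chosen after the values had been seen, and those by permutation before. INS was lower in the 2 donors with 1 run per library, at 18700 CPM against 136000 in the other 3, and the libraries of both sets did not overlap. A lower share of β cells in those libraries is argued against as the whole source. INS differed by −2.87 in log2, while the lower quartile of 33 other β cell identity genes was −0.74. INS ranged over at most 1.23 between libraries of 1 donor. A lower share may still account for part of the INS difference, since the median of the 33 genes was −0.469. SST averaged 2070 CPM in those donors against 752 in the others, whereas GCG was lower, at 110 against 574. A batch shared with the number of runs may be a source of this difference (−2.871), and cannot be told apart from a difference between donors, because runs and donors go together. With 3 donors against 2 the smallest exact p is 0.1.

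Subtypes were permuted within donors, with 100 arrangements that include the real one. Chance can be excluded at the 0.05 level for the genes called by ST8SIA1 status (159, highest other 16, 1 arrangement as large), by CD9 status (142, highest other 25, 1 as large) and between any subtypes (227, highest other 33, 1 as large). For the interaction 0 genes were called, so that all 100 arrangements are as large (highest other 28) and this test says nothing about chance.

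Genes picked in 1 pair of subtypes were looked up in the other pair. Of 26 genes lower in β4 than in β2, 18 were lower in β3 than in β1, and of 13 higher, 13 were higher. Of 18 genes higher in β2 than in β1, 8 were higher in β4 than in β3, whereas of 38 genes higher in β4 than in β3, 37 were higher in β2 than in β1, and of 22 lower, 20 were lower. The 9 genes lower by ST8SIA1 status made up of the acinar list's and TRY6 had a median log2 change of −0.33 between β3 and β1 and of −4.72 between β4 and β2, and the other 75 had −0.39 and −0.46.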
